A study of Mus musculus with 167 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

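Small RNA libraries were made from the liver of mice that carry 1 wild-type and 1 engineered *Htt* allele, and of wild-type (WT) littermates. The engineered allele holds a CAG repeat whose nominal length gives the line its name (Q20, Q80, Q92, Q111, Q140 or Q175). The labels place the 167 samples in 21 groups, 7 genotypes at 2, 6 and 10 months of age, with the labelled sex and a replicate number. All but 1 group held 8 mice, and the Q80 group at 10 months held 7.

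Per the study's methods, clipped single-end reads were aligned by the authors to the mouse genome build mm10 with STAR and counted per gene with HTSeq. The deposited count table held estimated counts for 1626 Ensembl transcripts of microRNA precursors in each sample. Of its values above 0, 49.7% were whole numbers, as when reads are divided between similar transcripts. HTSeq gives whole counts by default, so how these fractional values arose from the stated methods is not clear. The settings of the adapter clipping were not stated. The authors also deposited a table of FPKM, the fragments per kilobase of precursor length and per M fragments counted, M being the metric prefix mega. The count implied by FPKM, length and total lay within 1 percent of the estimated count in 97.7% of values. No replicate was pooled in either table. The design had assumed whole counts, and because the values are estimated counts they were rounded to whole numbers before every count test.

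Transcript identifiers were matched to GENCODE release M21 on the mm10 assembly. Of the 1626 precursors, 1228 matched, 1227 of them annotated as miRNA and 1 as misc_RNA. The other 398 are given by transcript identifier. Coordinates are 1-based. The sum of a sample's counts is its total count, and CPM is the count divided by that total in M counts. Reads divided between near-identical copies leave the copies' separate values uncertain. Precursors with fractional counts in nearly every sample are therefore named as such where they appear. No correction for unequal ligation or amplification of different microRNAs was made, so levels of different microRNAs in 1 sample are not compared as molecule numbers. The reads carry no molecular identifiers, so counting error is a lower limit on the error of each value.

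Differential expression and association with CAG length were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM factors and Benjamini-Hochberg adjustment, and an adjusted p-value under 0.05 is termed a call. Version 1.17.8 of the R package data.table read the files. A precursor was tested at an age when at least 10 counts were present in at least 7 samples of that age. Each age was fitted alone. CAG length entered as a number, with WT at 7, and slopes are log2 changes per 100 repeats. Each longer allele was compared with the Q20 and WT samples of the same age as controls, with only those groups in the fit. Sex as labelled and a batch term were covariates. The batch was the sequencing lane in the sample name at 2 and 10 months, and the index type in the sample name (LB or V) at 6 months, where the LB libraries of Q80 and Q175 shared no lane with Q20 (those of Q92, Q111 and Q140 did). The study's methods list WT livers at 2 and 10 months and not at 6 months, and the 6 month WT libraries carry names from another numbering. They were therefore left out of the 6 month fits, where the controls are Q20 alone, and compared with Q20 separately. For a named microRNA, the number of livers in the direction of its change is the number on that side of the control median, taken over the Q175 livers for CAG length. Standard errors (SE) are the size of the log2 change divided by the square root of the F statistic.

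The 6 and 10 month results were combined by Stouffer's sum of signed normal quantiles (z), over the precursors tested at both ages, and the combined log2 value is the mean of both ages. Sex was tested as a coefficient of the CAG length fit. Interactions of CAG length with sex were tested at each age, and with age in 1 fit of all samples except the 6 month WT livers. The similarity of ages was measured by Pearson correlation across precursors of the z statistics, against 99 permutations of CAG length within sex and age plus the observed order. For each count of calls, 99 random splits of the samples were drawn beside the real one.

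The fits were tested on simulated data, with negative binomial counts drawn from the real means, dispersions and library sizes and 200 precursors changed with a fold of 2 across the span from Q20 to Q175. For CAG length, 92.8% of the 194 changed precursors tested were called at 2 months, 83.2% of 197 at 6 months and 82.1% of 196 at 10 months. For Q175 against controls, the figures were 86% of 193, 80.4% of 199 and 81.4% of 194. All calls among changed precursors had the right sign. Of the unchanged precursors, between 0.893% and 7.27% were called, the latter for Q175 at 6 months. In data with no change, each fit made 0 or 1 calls. Each fit tested between 304 and 310 precursors, so most were changed, unlike in the real data, and no sex or batch effect was simulated. With so many changed, the Benjamini-Hochberg adjustment is milder, so these shares are not the power in the real data.

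The microRNAs named below were fixed by rule. They are the 5 with the smallest adjusted p-values among calls for CAG length at each age and combined, the 2 smallest for each allele against controls, the 3 with the largest fold changes for sex at each age, the 3 smallest for each interaction and for Q20 against WT, 8 microRNAs that the study's text singles out, Mir122, and the 5 with the largest mean share of counts. Ties in the adjusted p-value were broken by the unadjusted one.

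The alternatives tried were the DESeq2 1.42.0 Wald test, RLE factors in edgeR, no filter on low counts, a minimum mean of 100 counts, no batch term, lane as the 6 month batch, 6 month libraries with index type V left out, 6 month WT included, Q20 alone as controls, 1 fit with all genotypes, the rank of the CAG length, and limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1). Further alternatives were a replicate block, replacement of outlying observations by the biweight rule of the study's methods, omission of 5 samples with a standardized connectivity under -5 by the same methods, and omission of 2 samples whose name carries the code of the other sex. After the data were seen, the summing of precursors with identical counts (the same in at least 95 percent of samples) and the use of the other longer alleles as 6 month controls were added. Marker lists for 3 kinds of tissue were written before they were tested: erythroid (Mir451a, Mir144, Mir486), muscle (Mir1a-1, Mir133b, Mir206, with Mir1a-2 absent from the tables) and epithelial (Mir200c, Mir141, Mir203).

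Total counts ranged from 1.69 to 7.61 M counts per sample. As a measure of what this depth gives, Mir328 had a mean of 294.6 counts per sample, while Mir708 had a mean of 4.81, and single values of the latter carry large counting errors.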

Results

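MicroRNA expression was measured by small RNA sequencing in the liver of an allelic series of *Htt* knock-in mice, to ask whether the length of the CAG repeat is associated with microRNA levels outside the brain. The series comprised 167 livers in 21 groups. The lines Q175, Q140, Q111, Q92, Q80 and Q20 and WT littermates were each sampled at 2, 6 and 10 months. Q20 mice carry a repeat in the normal range and serve with WT as controls. Groups held 8 mice, by label 4 females and 4 males, with 3 exceptions. Q80 at 2 months held 3 females and 5 males, Q20 at 10 months 5 females and 3 males, and Q80 at 10 months 4 females and 3 males. The total count per sample, with M as the metric prefix mega, was 3.46 ± 1.03 M counts (SD, n = 167) and ranged from 1.69 to 7.61 M. By age it was 3.22 ± 0.656 M (SD, n = 56) at 2 months, 4.13 ± 1.26 M (SD, n = 56) at 6 months and 3.02 ± 0.713 M (SD, n = 55) at 10 months. Depth was uneven between groups at 6 months, where Q80 averaged 6.04 ± 1.58 M (SD, n = 8), Q20 4.38 ± 0.627 M (SD, n = 8) and WT 2.91 ± 0.457 M (SD, n = 8). Within groups, none of the 581 pairs of samples was alike to within counting error, with a smallest chi-square per degree of freedom of 32.1 and a median of 217.

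A few precursors took most of the counts. Mir192 held 23.2% ± 3.64 of all counts (SD, n = 167), Mir22 19.5% ± 4.01, Mir148a 7.04% ± 1.24, Mir30a 5.15% ± 0.989 and Mir26a-2 4.03% ± 0.439, the last 2 with fractional counts in nearly all samples. These 5 together held 58.9% ± 2.05 (SD, n = 167). Mir122, widely described as the main microRNA of liver, held 2.56% ± 0.657 and ranked 9. None of these 6 was called for CAG length at any age. Their smallest adjusted p-value was 0.177, for Mir122 at 2 months with a slope of 0.10 ± 0.05 (SE) per 100 repeats.

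Association with CAG length as a number was tested at each age. At 2 months, 25 of 316 precursors were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 19 rising with CAG length (76%) and 6 falling. With RLE factors 66.7% of the calls rose, and under DESeq2 61.1%. The alternative that moved the count most was the absence of a low-count filter, with 1 call. Omission of 1 library, Q175 2 month F3, left 2 calls. At 6 months, 7 of 313 were called, 5 rising (71.4%) and 2 falling, and the rising share was 50% with RLE factors and 47.1% under DESeq2. With lane as the 6 month batch the count was 0, and with the 6 month WT livers included it was 139. At 10 months, 0 of 314 were called, while 33 had an unadjusted p-value under 0.05. The combined statistic of 6 and 10 months gave 6 calls among 298, 2 rising and 4 falling.

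**Figure D1:**
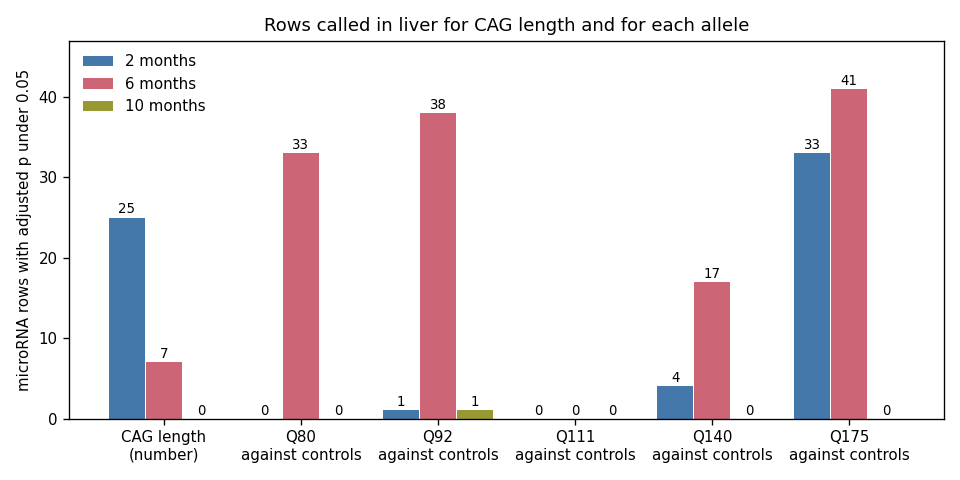
Number of microRNA precursors (table rows) with an adjusted p-value under 0.05, on the vertical axis, for CAG length as a number and for each longer allele against controls, with 1 bar per age. Counts at 10 months were 0 or 1, and among the longer alleles Q111 had 0 calls at every age.

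The 5 smallest adjusted p-values for CAG length at 2 months belonged to Mir199b, Mir383, Mir145a, Mir486 and Mir320. Mir199b (ENSMUST00000175066, chromosome 2, 32318460 to 32318569, in an intron of *Dnm1* on the opposite strand) fell by 0.56 ± 0.12 (SE) per 100 repeats, with an adjusted p-value of 0.00819. It averaged 6.31 ± 3.38 CPM in Q175 (SD, n = 8) and 13.2 ± 4.32 CPM in controls (SD, n = 16), and lay below the control median in 8 of 8 Q175 livers. Its counts were fractional in every sample. Mir383 (ENSMUST00000083523, chromosome 8, 38252133 to 38252202, in an intron of *Sgcz*) had a slope of 0.77 ± 0.19 (SE) and an adjusted p-value of 0.0221, and was higher in 7 of 8 Q175 livers. The slopes of Mir145a (-0.20), Mir486 (0.45) and Mir320 (0.15) shared an adjusted p-value of 0.0414, in the direction of the slope in 8, 6 and 7 of 8 Q175 livers. Mir145a was no longer called without Q175 2 month F3, with an adjusted p-value of 0.0529.

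At 6 months the 5 smallest adjusted p-values belonged to Mir26a-1, Mir708, Mirlet7a-1, Mir328 and Mir484. Mir26a-1 (ENSMUST00000083579, chromosome 9, 119031796 to 119031885, in an intron of *Ctdspl*) had a slope of 0.47 ± 0.09 (SE) and an adjusted p-value of 0.00233. It averaged 1113 ± 266 CPM in Q175 and 625 ± 110 CPM in Q20 (SD, n = 8 each), higher in 8 of 8 Q175 livers, with fractional counts in every sample. Means were 660 CPM in Q80, 704 in Q92, 601 in Q111 and 742 in Q140, so the rise lay mainly in Q175. Mirlet7a-1 had a slope of 0.23 ± 0.05 (SE), an adjusted p-value of 0.00393 and higher levels in 7 of 8 Q175 livers. Its counts were fractional in nearly all samples, and over the alternatives its adjusted p-value ranged from 1.78e-06 to 0.0994, the latter without a batch term. Mir328 (ENSMUST00000093622, chromosome 8, 105308364 to 105308460, over an exon of *Elmo3* on the opposite strand) fell by 0.29 ± 0.07 (SE) per 100 repeats, with an adjusted p-value of 0.00393. It averaged 62.8 ± 4.99 CPM in Q175 and 85.3 ± 9.45 CPM in Q20 (SD, n = 8 each), lower in 8 of 8 Q175 livers. Mir484 (ENSMUST00000093566, chromosome 16, 14159626 to 14159692, over an exon of *Marf1* on the opposite strand) fell by 0.18 ± 0.05 (SE), with an adjusted p-value of 0.0404. It averaged 176 ± 13.7 CPM in Q175 and 213 ± 15.9 CPM in Q20 (SD, n = 8 each), lower in 8 of 8 Q175 livers. Mir708 had a slope of 1.89 ± 0.42 (SE) and an adjusted p-value of 0.00393, higher in 7 of 8 Q175 livers. It rested on 0 to 5 counts per Q20 liver and 1 to 21 per Q175 liver. Its mean was 3.37 CPM in Q175, 0.34 CPM in Q20 and between 0.31 and 1.04 CPM in the other alleles, so this rise too lay mainly in Q175. None of these 5 calls was kept with lane as the 6 month batch.

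**Figure D2:**
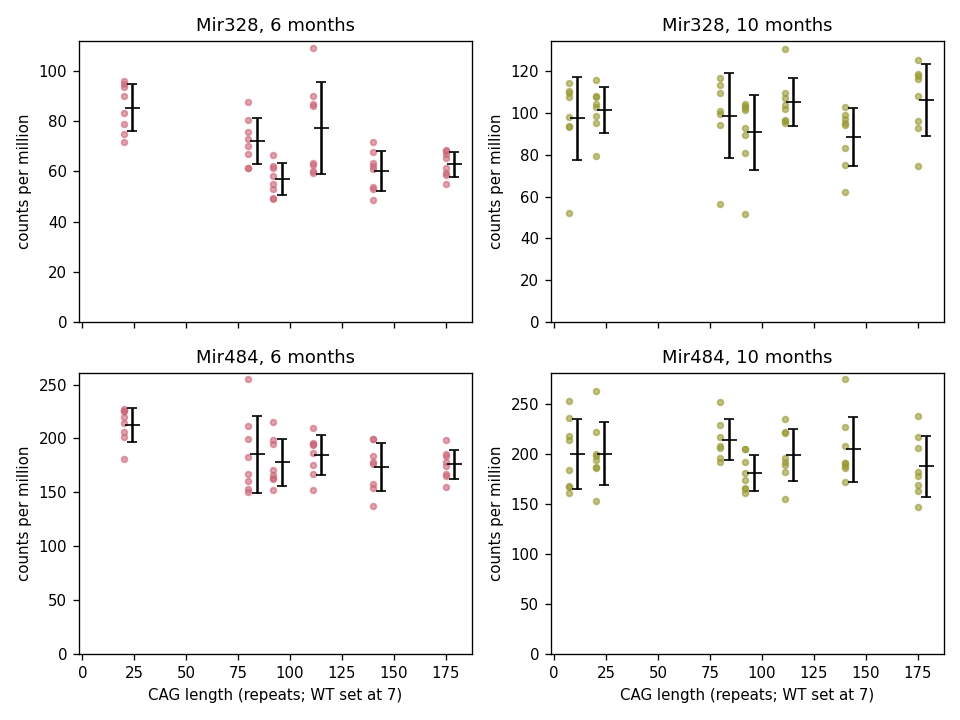
Level of Mir328 and Mir484 in CPM (vertical axes) against CAG length in repeats (horizontal axes) at 6 and 10 months, with 1 point per liver and bars for the mean ± SD of each genotype (n = 8, or 7 for Q80 at 10 months). At 6 months the Q175 livers lay at 55.0 to 68.4 CPM of Mir328 against 71.8 to 96.1 CPM in Q20, and the 6 month WT livers are not shown.

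In the combined analysis of 6 and 10 months, the 5 smallest adjusted p-values were 0.00135 for Mir27b and for Mir328, 0.00437 for Mir21a, 0.0056 for Mir484 and 0.00672 for Mir708. Mir27b (ENSMUST00000083541, chromosome 13, 63300712 to 63300784, in an exon of *2010111I01Rik*) had slopes of -0.15 at 6 months and -0.12 at 10 months, with fractional counts in nearly all samples. The slopes of Mir328 were -0.29 and -0.11, those of Mir21a -0.23 and -0.29, and those of Mir484 -0.18 and -0.13. Mir21a (ENSMUST00000083521) lies on chromosome 11, 86584067 to 86584158, in an exon of *Vmp1*. At 2 months, Mir27b, Mir328 and Mir484 had slopes of 0.05, 0.04 and 0.10 and Mir21a of -0.01, and none was called. At 10 months alone, the smallest adjusted p-value of these 4 was 0.163, for Mir27b. At that age the unadjusted means of Q175 ran against the negative slopes of Mir328, at 106 CPM with 101 CPM in Q20 and 97.3 CPM in WT, and of Mir27b, at 23660 CPM with 23270 CPM and 22300 CPM (n = 8 each). With the 6 month WT livers included the combined count was 72, and with lane as the 6 month batch Mir27b, Mir328, Mir21a and Mir484 remained called while Mir708 did not.

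Each longer allele was then compared with controls, to ask whether differences appear at particular repeat lengths. At 2 months, Q175 gave 33 calls, 21 higher and 12 lower, of 316 tested. Q140 gave 4, 2 higher and 2 lower, and 0 with RLE factors, while under DESeq2 64.7% of 17 calls were higher. Q92 gave 1 call. Q80 and Q111 gave 0 calls, with 40 and 8 precursors at an unadjusted p-value under 0.05. The smallest adjusted p-values for Q175, both 0.0023, belonged to Gm25190 (log2 change 0.66 ± 0.12, SE; higher in 8 of 8 livers) and Gm23766 (0.51 ± 0.09, SE; higher in 7 of 8), both with fractional counts in every sample. In Q140, Mir144 was higher (log2 change 0.73 ± 0.16, SE) and Mir182 lower (-0.60 ± 0.15, SE), each in 6 of 8 livers with an adjusted p-value of 0.0459. Without WT 2 month M2, Q140 had 2 calls. In Q92, Mir10b (ENSMUST00000083566, chromosome 2, 74726070 to 74726137, in introns of *Hoxd3* and *Hoxd4*) was lower by edgeR's test (log2 change -1.29 ± 0.27, SE; adjusted p-value 0.0298) in 8 of 8 livers.

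At 6 months, Q80 gave 33 calls (21 higher), Q92 38 (10 higher), Q140 17 (10 higher) and Q175 41 (14 higher) of 313 tested. Q111 gave 0 calls, with 22 precursors at an unadjusted p-value under 0.05. The split by direction varied with the scaling or the test. The share of higher calls was 26.3% for Q92 against 46.9% with RLE factors and 52.5% under DESeq2. It was 34.1% for Q175 against 46.5% and 45.1%, 58.8% for Q140 against 58.8% and 43.5%, and 63.6% for Q80 against 73.3% and 70%. With lane as the batch the counts were 1 for Q80, 6 for Q92, 13 for Q140 and 0 for Q175. The lanes of the Q80 and Q175 libraries with LB index held no Q20 library. Gm24111 (ENSMUST00000175491, chromosome 13, 48537825 to 48537921, overlapping Mirlet7f-1, on the strand opposite to an exon of *6720427I07Rik*) was among the 2 smallest adjusted p-values in 3 comparisons. Its log2 changes were 0.70 ± 0.09 in Q80, 1.08 ± 0.13 in Q92 and 0.78 ± 0.10 in Q175 (SE; adjusted p-values 0.000296, 6.48e-05 and 0.000228), higher in 8 of 8 livers of each, with fractional counts in every sample. Mir351 was lower in Q80 (-0.54 ± 0.08, SE; adjusted p-value 0.00114; 7 of 8 livers) and in Q175 (-0.54 ± 0.07, SE; adjusted p-value 0.000251; 8 of 8). Mir874 was lower in Q92 (-1.24 ± 0.13, SE; adjusted p-value 3.23e-05; 8 of 8), at 9.21 ± 1.16 CPM against 21.99 ± 3.37 CPM in Q20 (SD, n = 8 each). In Q140, Mirlet7a-1 was higher (0.32 ± 0.04, SE; adjusted p-value 0.000364; 6 of 8). Mir10b was lower in Q140 (-2.79 ± 0.43, SE; adjusted p-value 0.00135; 8 of 8), at 116 ± 55.2 CPM against 800 ± 284 CPM in Q20 (SD, n = 8 each).

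These comparisons shared the Q20 libraries, so calls can recur between them without any effect of the alleles. In the real labelling, 15 precursors were called in at least 3 of the 5 comparisons, and 129 calls were made in all. Among the other relabellings of the 6 month livers, 92 with the real one, the highest values were 0 and 4. Genotypes were reassigned within sex and across lanes, so the relabellings cannot tell an effect of the alleles from one of lane. The mean correlation of fold changes between comparisons, across precursors, was 0.362, and its median over relabellings was 0.447.

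At 10 months, Q92 gave 1 call and the other longer alleles 0, with 10, 31, 17 and 21 precursors at an unadjusted p-value under 0.05 in Q80, Q111, Q140 and Q175. The call was Mir205 (ENSMUST00000083599, chromosome 1, 193507463 to 193507530, in an exon of *4631405K08Rik*), with a log2 change of 1.67 ± 0.35 (SE) and an adjusted p-value of 0.0295. It averaged 12.01 ± 11.5 CPM in Q92 (SD, n = 8) and 4.34 ± 2.37 CPM in controls (SD, n = 16), higher in 6 of 8 livers. It was no longer called in 5 of 11 alternatives. These were outlying samples left out, no batch term, the replicate block, Q20 alone as controls and 1 fit with all genotypes. In the combination of 6 and 10 months, Q175 gave 7 calls (1 higher, 14.3%, against 25% with RLE factors and 58.3% under DESeq2). Q92 gave 2 calls, and Q140 gave 2 (0 higher, as with RLE factors, against 43.8% under DESeq2). Q80 and Q111 gave 0, with 30 precursors each at an unadjusted p-value under 0.05. Mir484 and Mir27b had the smallest adjusted p-values in Q175, with mean log2 changes of -0.32 and -0.23 (adjusted p-values 0.000481 and 0.000925), and neither was called with lane as the 6 month batch. Mir328 was lower in Q92 (-0.35, adjusted p-value 0.00809) and in Q140 (-0.38, adjusted p-value 0.00102). Mir27b was lower in Q140 (-0.17, adjusted p-value 0.0496), and Mir133a-1 was higher in Q92 (1.66, adjusted p-value 0.0212). Both calls in Q92 were lost with lane as the 6 month batch and with the replicate block. Over 14 alternatives, Mir328 was no longer called in 4 for Q92 and in 1 for Q140. Mir133a-1 in Q92 was no longer called in 5, and Mir27b in Q140 in 8.

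Q20 was compared with its WT littermates to ask whether the controls differ. No precursor was called at 2 or 10 months, 0 at each age, with 14 and 3 at an unadjusted p-value under 0.05. At 6 months 169 of 313 were called, 94 higher in Q20 and 75 lower. With RLE factors 80 were higher and 84 lower, and under DESeq2 85 and 85, so the split by direction varied with the scaling. At that age the 2 groups also carry library names from different numberings, so genotype and library set cannot be separated by any term of the fit. The 3 smallest adjusted p-values, each 5.9e-08, belonged to Mir744 (log2 change 1.69 ± 0.12, SE), Mir146 (2.08 ± 0.15, SE; fractional counts in most samples) and the precursor ENSMUST00000102093 (-2.56 ± 0.19, SE), in the stated direction in 8 of 8 Q20 livers each.

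Males and females were compared at each age. By edgeR's test, 125 precursors at 2 months, 130 at 6 months and 140 at 10 months were called, of which 65, 66 and 75 were higher in males. The largest fold changes at 2 months were those of Mir592 (log2 change 3.68 ± 0.23, SE; adjusted p-value 3.33e-20; higher in 29 of 29 livers labelled male), Mir881 (2.66 ± 0.30, SE; 1.14e-10; 29 of 29) and Mir1948 (2.64 ± 0.10, SE; 1.09e-30; 28 of 29). At 6 months they were those of Mir592 (4.04 ± 0.18, SE; adjusted p-value 1.06e-24), Mir743b (3.74 ± 0.19, SE; 9.31e-23) and Mir881 (3.56 ± 0.21, SE; 1.28e-19), each higher in 24 of 24 males. At 10 months they were those of Mir743b (4.10 ± 0.27, SE; adjusted p-value 4.09e-18), Mir465b-1 and Mir465b-2 (each 4.05 ± 0.29, SE; 4.57e-17), each higher in 26 of 26 males. The last pair had identical counts in nearly all samples and cannot be told from each other. Mir592 (ENSMUST00000102113) lies on chromosome 6, 27936655 to 27936750, in an exon of *Grm8*, and Mir1948 (ENSMUST00000157325) on chromosome 18, 12714811 to 12714895, in an intron of *Ttc39c*. Mir743b, Mir881 and both copies of Mir465b lie on chromosome X between 66777256 and 66835842.

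A sex score, the mean of standardized values of 20 precursors that differ between the sexes, was computed for 2 livers whose sample names carry the code of the other sex. Those livers were kept out of the choice of precursors, while the scaling used all livers of the age. The library labelled Q20 10 month F1 scored 0.766, where the 28 other libraries labelled female lay between -1.04 and -0.631 and the 26 males between 0.277 and 1.17. The library labelled Q80 2 month M1 scored -0.684, where the 27 females lay between -0.988 and -0.534 and the 28 other males between 0.281 and 1.17.

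**Figure D3:**
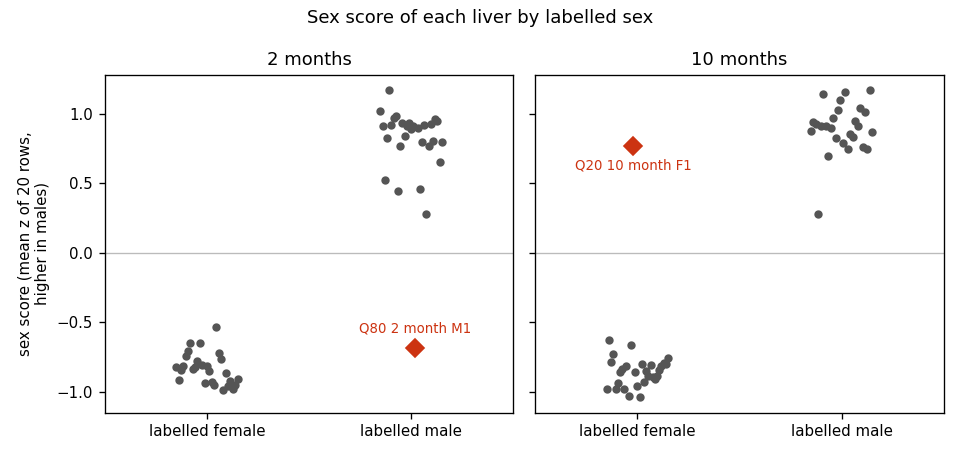
Sex score (vertical axis, mean standardized value of 20 precursors, higher in males) of each liver at 2 and 10 months by labelled sex, with 1 point per liver. The diamonds are the libraries labelled Q80 2 month M1, at -0.684, and Q20 10 month F1, at 0.766, and both lie among livers of the opposite label.

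The association with CAG length was compared between the sexes and between ages. The interaction with sex gave 0 calls at 2, 6 and 10 months, with 19, 13 and 35 precursors at an unadjusted p-value under 0.05. The interaction with age gave 34 calls of 352 tested. The smallest adjusted p-values were 0.00156 for Mir26a-1, whose slopes were -0.07, 0.47 and -0.06 at 2, 6 and 10 months, and 0.00357 for Mir145a (-0.20, 0.16 and 0.34) and Mir199b (-0.56, 0.37 and 0.30). With lane as the 6 month batch the interaction gave 10 calls. Of 33 called precursors with a slope at every age, 17 rose at 2 months and fell at both later ages, and 7 did the opposite.

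Over all precursors, z statistics for CAG length were compared between ages. The correlation across precursors, which are not independent replicates, was -0.293 between 2 and 6 months, and 2 of 100 orders of CAG length (the real one included) gave a value as far from 0. Between 2 and 10 months it was -0.331, with 3 of 100. Between 6 and 10 months it was 0.164, with 37 of 100, so the similarity of the later ages was within the range of permuted data. These were 3 comparisons in 1 family, and the permuted correlations had SDs of 0.123, 0.14 and 0.173.

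**Figure D4:**
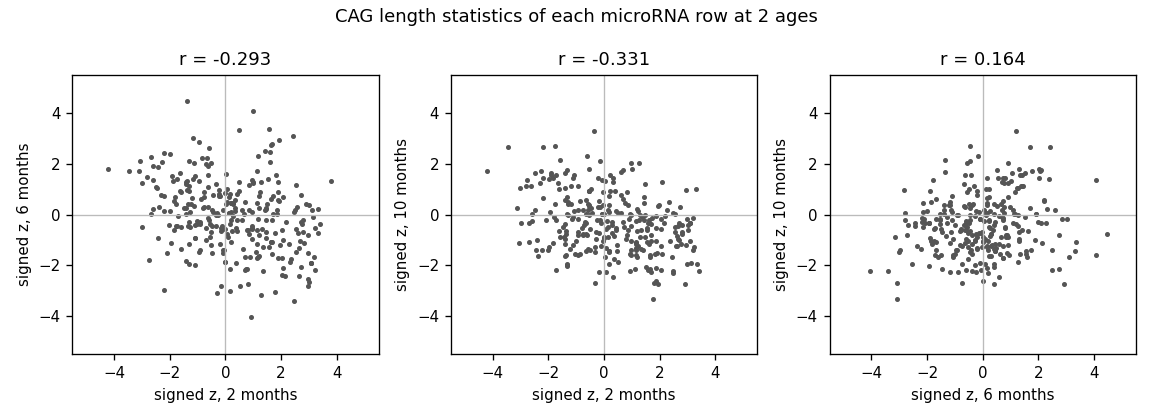
Signed z statistic for CAG length of each microRNA precursor (table row) at 1 age on the horizontal axis against another age on the vertical axis, without units, with 1 point per precursor tested at both ages. The correlation was negative between 2 months and both later ages (-0.293 and -0.331) and 0.164 between 6 and 10 months.

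Among 8 microRNAs that the study singles out from other tissues or from all its tissues, 7 were found in the tables by name and 5 were tested at both 6 and 10 months. Mir484 was called, with a mean slope of -0.16, an adjusted p-value of 0.0056 over all precursors and 0.000376 adjusted over the list alone. It was chosen partly on these livers, so the list is not independent evidence for it. Of the others, Mir212 (-0.02), Mir132 (0.04), Mir128-1 (0.04) and Mir128-2 (-0.23) were not called, with adjusted p-values from 0.589 to 0.727 adjusted over the list alone. Both copies of Mir128 had fractional counts in nearly all samples. The count was thus 1 call both adjusted over the list alone and over all precursors. Mir218-1 and Mir218-2 were not tested at both ages, since their counts were too low for the filter, and no precursor carried the name Mir6944.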

Values the study reported

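In 6-month liver, the study reported 32 differentially expressed microRNAs in Q92 mice, 7 in Q80 mice and 5 in Q140 mice, with none in Q111 or Q175 mice. It described very few if any such microRNAs at 10 months. For CAG length in liver, its combined analysis of 6 and 10 months gave 3 microRNAs. The same analysis gave 45 microRNAs in cortex, 51 in hippocampus, 102 in cerebellum and 159 in striatum, tissues that are not analysed here. The study retained 480 microRNAs in its analysis. *Mir484* was reported as decreasing with CAG length in all 5 tissues of its first series.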

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

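The tests of single libraries, of the 6 month libraries, of library size and of blood content named in this part were chosen before their results were seen, and the comparison with random covariates was added afterwards.

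In 8 of 82 groups of values tested, 1 liver stood apart from the rest of its group by Dixon's ratio, where about 4.1 would by chance. The total count of Q175 10 month M2 was 5.4 M counts, against 2.35 to 3.66 M counts in the other livers of its group. Without it, Q175 against controls at 10 months still gave 0 calls (16 precursors at an unadjusted p-value under 0.05), so the absence of calls did not rest on that library. Mir145a stood at 272 CPM in Q175 2 month F3, against 375 to 423 CPM in the rest of its group. Without that library the adjusted p-value of Mir145a for CAG length at 2 months was 0.0529 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the slope was -0.18 in place of -0.20, and the number of calls at that age fell from 25 to 2. The call of Mir145a, and the number of calls for CAG length at 2 months, may therefore owe much to this single library. Its standardized connectivity was -3.65, which is inside the limit of the study's methods. No biological explanation for a single liver was tested.

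The other 6 values did not decide a call. WT 2 month F3 had 711 CPM of Mir145a (404 to 546 in the other livers) and 251 CPM of Mir320 (162 to 200), and without it both had an adjusted p-value of 0.026 for CAG length, with slopes of -0.20 and 0.15. WT 2 month M2 had 453 CPM of Mir144 (208 to 271), and without it the adjusted p-value in Q140 was 0.023, with a log2 change of 0.72, while the calls of that comparison went from 4 to 2. Q20 6 month M3 had 150 CPM of Mir10b (759 to 1090), and without it the adjusted p-value in Q140 was 5.84e-05, with a log2 change of -2.90. WT 6 month F3 had 170 CPM of Mir744 (73.2 to 94.6), and Q20 6 month M2 had 56.5 CPM of ENSMUST00000102093 (33.4 to 42.7). Without these, the adjusted p-values for Q20 against WT were 6.74e-11 and 1.6e-07, with log2 changes of 1.83 and -2.64. The cause of the single values stays open, and no biological explanation was tested for them.

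The association with CAG length differed between ages for 34 of 352 precursors by a test of the interaction. Adjusted p-values were 0.00156 for Mir26a-1, 0.00357 for Mir145a and 0.00357 for Mir199b. The slope of Mir26a-1 was positive at 6 months and near 0 at 2 and 10 months, while Mir145a and Mir199b fell with CAG length at 2 months and had positive slopes later. The 6 month rise of Mir26a-1 lay mainly in Q175, at a mean of 1113 CPM against 601 to 742 CPM in the other knock-in lines. In Mir145a the library Q175 2 month F3 contributed to the slope at 2 months. At 10 months the Q175 livers ranged from 429 to 1743 CPM of Mir145a (mean 654) and from 9.36 to 45.8 CPM of Mir199b (mean 18.6). The positive 10 month slopes may therefore rest partly on the highest livers, and no fit without them was run. Only 1 of the 100 splits that reassigned CAG length gave as many calls, the real one included. Between 2 and 10 months alone, 10 of 340 precursors were called, all among the 34, and 79 had an unadjusted p-value under 0.05. The 6 month libraries thus cannot be the cause for these 10, whereas for the other calls they cannot be told apart from an effect of age, because a fit on fewer livers also has less power. With the total count within age as a covariate, 12 calls were made, and with the score of the 3 erythroid microRNAs within age, 13. Each of 20 random covariates left between 14 and 45 calls, with a median of 27.5. Both library size and blood content are candidate explanations for part of the calls, since each removed more than any random covariate, and neither removed them all. The age of the mice, which the design names, stays open as a biological explanation, and was not tested apart from the library sets of each age.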

How the results depend on the processing

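No test in this part was chosen after its result was seen, except the summing of identical copies and the other longer alleles as 6 month controls. All other alternatives, the comparisons and the rule for named microRNAs were fixed before the data were examined. Across 38 results of comparisons, 388 values under alternatives were computed. Of these, 258 were within 1.5 times the value reported (or within the spread, for correlations), and 130 were not. For 50 results on single microRNAs, 593 values were computed. Of these, 500 kept direction and side of the threshold, 93 kept direction and were no longer called, and 0 reversed. The results for sex and for Q20 against WT at 6 months stayed within 1.5 times in every alternative run for them, as did the 3 correlations between ages. Unless a cause is given, the cause was not tested. CAG stands for CAG length, an allele name for that allele against controls, and "combined" for 6 and 10 months combined.

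With lane as the 6 month batch, there were 0 calls for CAG at 6 months, 10 for CAG by age, 1 for Q80, 6 for Q92 and 0 for Q175 at 6 months. In the combined analysis there were 0 for Q92, 6 for Q111, 1 for Q140 and 0 for Q175. Q80 and Q175 libraries with LB index shared no lane with Q20, so for these a lane term leaves few libraries to compare. With no batch term there were 20 calls for CAG by age, 6 for CAG by sex at 10 months, 2 for CAG at 10 months, 3 for CAG at 6 months, 8 for Q111 at 10 months, 8 for Q111 combined, 7 for Q140 at 2 months, 4 for Q140 at 6 months, 17 for Q80 at 6 months, 0 for Q92 at 10 months and 4 for Q92 combined. With index type V left out there were fewer samples, and 19 calls for CAG by age, 4 for CAG, 11 for Q140 and 6 for Q80 at 6 months.

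With 6 month WT included there were 150 calls for CAG by age, 72 for CAG combined, 139 for CAG at 6 months, 21 for Q111 combined, 32 for Q111 at 6 months, 0 for Q140 combined, 3 for Q140 at 6 months, 12 for Q175 combined, 6 for Q80 at 6 months and 72 for Q92 at 6 months. With Q20 alone as controls there were 0 for Q140 at 2 months, 20 for Q175 at 2 months, 0 for Q92 at 10 months, 0 for Q92 at 2 months and 5 for Q92 combined. With the other longer alleles as controls in place of Q20 at 6 months, chosen after seeing the data, there were 18 for Q111, 9 for Q140, 2 for Q175, 10 for Q80 and 2 for Q92. With 1 fit of all genotypes there were 10 for Q111 at 10 months, 10 for Q111 combined, 2 for Q111 at 6 months, 0 for Q140 at 2 months, 1 for Q175 at 10 months, 21 for Q175 at 2 months, 18 for Q175 at 6 months, 2 for Q80 at 10 months, 5 for Q80 at 2 months, 2 for Q80 combined and 9 for Q92 combined.

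Under the DESeq2 Wald test there were 10 calls for CAG combined, 17 for CAG at 6 months, 7 for Q111 at 10 months, 5 for Q111 combined, 1 for Q111 at 6 months, 17 for Q140 at 2 months, 16 for Q140 combined, 3 for Q175 at 10 months, 51 for Q175 at 2 months, 24 for Q175 combined, 4 for Q80 at 10 months, 3 for Q80 at 2 months, 2 for Q80 combined, 5 for Q92 at 10 months, 2 for Q92 at 2 months, 19 for Q92 combined and 59 for Q92 at 6 months. RLE factors gave 0 for Q140 at 2 months and 1 for Q140 combined. Of the 25 calls for CAG at 2 months, 25 were among the 36 of DESeq2 and 22 among the 24 with RLE factors. With limma on log2(FPKM + 1) there were 6 for CAG at 2 months, 1 for CAG combined and 12 for CAG at 6 months, and log2(FPKM + 0.1) gave the same counts of 6, 1 and 12. This scale can understate changes of low microRNAs, but that was not tested as the cause, and the smaller constant left the counts unchanged.

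With no low-count filter, precursors near 0 counts entered the tests and there were 19 calls for CAG by age, 2 for CAG by sex at 2 months, 1 for CAG at 10 months, 1 for CAG at 2 months, 11 for CAG combined, 26 for Q111 at 10 months, 13 for Q111 at 2 months, 17 for Q111 combined, 5 for Q140 at 10 months, 13 for Q140 at 2 months, 13 for Q140 combined, 12 for Q175 at 10 months, 36 for Q175 combined, 1 and 8 for Q20 against WT at 10 and 2 months, 7 for Q80 at 10 months, 12 for Q80 at 2 months, 11 for Q80 combined, 28 for Q92 at 10 months, 20 for Q92 at 2 months and 32 for Q92 combined. A mean of at least 100 counts gave 11 for CAG at 6 months. With identical copies summed, chosen after seeing the data, there were 13 for CAG at 2 months, 13 for CAG at 6 months, 1 for Q140 at 2 months, 1 for Q80 combined, 17 for Q80 at 6 months and 9 for Q92 combined.

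With outlying observations replaced there were 10 for CAG combined, 1 for Q111 combined, 0 for Q140 at 2 months, 1 for Q140 combined and 2 for Q92 at 10 months. With outlying samples left out there were 61 for CAG by age, 3 for CAG at 10 months, 45 for CAG at 2 months, 14 for CAG at 6 months, 0 for Q92 at 10 months and 1 for Q92 combined. Without the 2 samples carrying the code of the other sex there was 1 for Q140 combined and 1 for Q80 combined.

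Replicate numbers are shared between groups, and a fit with sex and replicate number as a replicate block was run with the batch term. The numbers did not pair the samples closely. The mean correlation of deviations between livers of the same sex and number was 0.0463, 0.00118 and 0.0528 at 2, 6 and 10 months. For livers with other numbers it was -0.0145, -3.48e-05 and -0.0166. The lowest value for the same number was -0.392, -0.321 and -0.31, and 62 of 162, 27 of 120 and 62 of 157 pairs were over 0.1. A weak likeness at 2 and 10 months is thus not excluded. With the block there were 0 calls for Q140 at 2 months, 1 for Q140 combined, 15 for Q175 at 6 months, 2 for Q80 at 10 months, 1 for Q80 at 6 months, 0 for Q92 at 10 months, 0 for Q92 at 2 months, 0 for Q92 combined and 16 for Q92 at 6 months.

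Of the 93 values of single microRNAs that were no longer called, 16 came with lane as the 6 month batch and 11 with 6 month WT included. Mir199b at 2 months, Gm25190 and Gm23766 in Q175 at 2 months, Gm24111 in Q92 and Mir10b in Q140 at 6 months stayed called in every alternative, with highest adjusted p-values of 0.0218, 0.0277, 0.0324, 0.046 and 0.0388. The 9 sex results on single microRNAs and the 3 for Q20 against WT also stayed called throughout. Mir708 had only 0 to 5 counts per Q20 liver at 6 months, and its adjusted p-value for CAG at that age ranged from 0.000776 to 0.494. Mir26a-1, with a mean of 2955 counts, ranged from 0.000421 to 0.592 for the same result. The range alone therefore does not show a limit of depth.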

Other observations

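The tests of genotype for the 6 month WT libraries, of library composition, of sequencing lane, of Q20 libraries apart from the rest, of calls shared between 2 sets of controls, of blood content as the whole cause and of muscle tissue were chosen only after the result was seen. The size that erythroid microRNAs had to reach was lowered, their moving both ways was read as open, and a positive difference in fractional counts within chance was read as open, also after a first look.

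Each count of calls was set against 100 splits of the same samples, the real one included. At 2 months, a count as large came in 1 of 100 for CAG length, 4 for Q92, 2 for Q140 and 1 for Q175. At 6 months, it came in 4 of 100 for CAG length and in 1 of 100 each for Q80, Q92, Q140, Q175 and Q20 against WT. At 10 months it came in 4 of 100 for Q92. In the combination of 6 and 10 months it came in 10 of 100 for CAG length, 3 for Q92, 1 for Q140 and 1 for Q175. It came in 1 of 100 for each of the 3 comparisons of the sexes and for CAG length by age. In the 15 results with 0 calls, all 100 splits gave as many by definition. These were CAG length at 10 months, Q80 and Q111 at 2 and 10 months and combined, Q111 at 6 months, Q140 and Q175 at 10 months, Q20 against WT at 2 and 10 months, and CAG length by sex at each age. The 6 combined calls for CAG length were thus not beyond what other orders of CAG length gave. Genotype and CAG length were reassigned within sex and not within lane. At 6 months, where the groups were spread unevenly over lanes, these splits therefore cannot separate an effect of the allele from one of lane.

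The 6 month WT livers differed from the 6 month Q20 livers in 169 precursors. If genotype were the cause, Q20 and WT should differ at other ages, and 0 calls were made at 2 and 10 months together, with 14 and 3 precursors at an unadjusted p-value under 0.05. That argues against genotype, as do correlations of fold changes across precursors of 0.0245 and 0.0488 between 6 months and 2 and 10 months. If the 6 month WT livers belonged to another library set, their difference from Q20 should resemble that between the 2 and 10 month and the 6 month livers of the longer alleles, which share no sample with them. The correlation across 313 precursors was 0.63 (rank correlation 0.522). This is consistent with a library set shared with the other ages, and an age difference of the mice could give the same pattern, which was not tested.

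The library labelled Q20 10 month F1 and the library labelled Q80 2 month M1 carry the name code of the other sex, and 0 of these 2 had a sex score among livers of its labelled sex. A mislabelled sample is the candidate explanation in both. The sex score went with the name code in each, at 0.766 with a male code and -0.684 with a female code. A tube exchanged after naming should part the score from the code, so these values argue against it and point to the label. By label the groups held 5 females and 3 males, and 3 females and 5 males, where the study's methods state 4 of each. Leaving both out changed 2 counts of calls by more than 1.5 times, with 1 call for Q140 combined and 1 for Q80 combined.

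At 6 months, differences from Q20 were called in 4 of the 5 longer alleles. With sequencing lane as the batch, the Q140 comparison gave 13 calls, and 12 of its 17 stood. In that fit the libraries with index type V, whose lane is not known, formed 1 level. This level held 5 of the 8 Q140 libraries and 1 Q20 library. The calls that stood argue against the known lanes as their cause, while lanes within index type V were not tested. In Q92, 6 of 38 stood, all the same precursors, and the 8 Q92 libraries were compared with 4 Q20 libraries in the 2 lanes they share. Genotype reassigned within these lanes gave as many calls in 2 of 210 assignments, the real one included, which argues against lane as the whole cause. With lane in the fit all 38 kept their direction, at a median of 0.919 of their log2 change. For the 32 no longer called, an effect of lane cannot be told apart from the loss of power with fewer libraries. The counts were 1 for Q80 and 0 for Q175, which shared 0 lanes with Q20 among LB libraries, and there lane and genotype cannot be told apart.

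If the Q20 libraries stood apart from the rest, each allele should lose its calls against the other longer alleles. Against these there were 10 calls for Q80, 2 for Q92, 9 for Q140 and 2 for Q175, of which 7, 2, 2 and 2 were the same precursors. Both comparisons use the same livers of the allele, so the longer alleles were reassigned among their own livers, with the Q20 libraries left as they are. As many shared calls came in 1, 2, 2 and 3 of 100 assignments for Q80, Q92, Q140 and Q175, the real one included, which argues against Q20 libraries as the cause of the shared calls. Q20 libraries apart from the rest remain a candidate explanation for the other calls of each.

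Blood content was tested in Q80, Q92 and Q175 with the list of Mir451a, Mir144 and Mir486, all 3 of which were present in these livers at 923 ± 386, 226 ± 95.7 and 5530 ± 2220 CPM (SD, n = 167). Their median log2 change was -0.08 (-0.0806) in Q92 and 0.19 (0.193) in Q175, with members moving both ways and adjusted p-values from 0.503 to 0.968, which decides nothing. With their score as a covariate, 36 calls were made in Q92 (34 of them among its 38) and 47 in Q175 (40 of them among its 41), against 29 to 40 and 17 to 41 for 20 random covariates. That argues against blood content as the whole cause in both, and a smaller part stays open. In Q80 all 3 rose, with a median of 0.43 (0.433), and with their score as a covariate 10 calls were made, against 4 to 33 for 20 random covariates (median 13.5). Blood content thus cannot be told apart from other causes in Q80. Reads shared between copies should make called precursors fractional more often than others. The difference was -3.18 percentage points in Q92, against that explanation, and 11 in Q80 (one-sided permutation p 0.0957) and 6.3 in Q175 (one-sided permutation p 0.205), which leaves it open. Even so, 15 of 33 called precursors in Q80 and 22 of 41 in Q175 had whole counts in all samples. An effect of the alleles stays open and was not separated from these.

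At 2 months, Q175 gave 33 calls and CAG length 25. Reads shared between copies were no more frequent among the Q175 calls (difference -2.9 percentage points; 20 of 33 had whole counts in all samples). If library composition of the kind seen in the 6 month WT livers were the cause, an axis of 40 precursors that part those libraries should absorb the calls. With the axis as a covariate, 26 calls outside its precursors were made for CAG length (20 without it) and 25 for Q175 (26 without it), which argues against it. The 3 erythroid microRNAs rose in Q175 by a median log2 change of 0.42 (0.417), below the median size of the called changes, 0.60. Mir451a was itself called by edgeR's test (0.417, adjusted p-value 0.0231), while Mir486 (0.71) and Mir144 (0.328) were not. Mir486, named above for CAG length at 2 months, and Mir144, named in Q140, are thus erythroid microRNAs too. With the score of these 3 as a covariate 11 calls were made, 9 of them among the 33. That is within the range of 8 to 39 for 20 random covariates (median 29.5). Blood content may contribute, and these values do not settle how far, nor whether it is the whole cause. An effect of the allele stays open, and for CAG length it is limited by the single library Q175 2 month F3, without which 2 calls were made.

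Some microRNAs of other tissues stood out in single livers. Mir133a-1 reached 10400 CPM in Q175 10 month F4, with a median of 7.42 CPM in the other 10 month livers. In that liver Mir1a-1 (462 CPM), Mir206 (21.4 CPM) and Mir133b (4.03 CPM) were also highest of 55, and 1 of these passed the count filter. The medians of all 3 over the 167 livers were 0 CPM. The liver Q175 10 month F3 ranked 2 in Mir133a-1 (690 CPM), Mir1a-1 (25.1 CPM) and Mir206 (0.659 CPM), with 0 CPM of Mir133b. Muscle tissue in the sample is a candidate explanation, named from these values, strongest in the first liver and with lower levels in the second. Mir133a-1 was also higher in Q92 at 6 and 10 months combined, where 0 microRNAs of the muscle list were tested at both ages, so muscle tissue cannot be told apart from other causes. At 10 months Mir1a-1 had a log2 change of 2.17 in Q92 with an adjusted p-value of 0.535. Mir205, higher in Q92 at 10 months, was set beside an epithelial list with a median log2 change of 1.31. Mir141 (1.39) and Mir200c (1.31) rose and Mir203 (-0.01) did not, with adjusted p-values from 0.137 to 0.985. Liver expresses all 3 here, at 119 ± 316, 10.1 ± 23.2 and 1290 ± 173 CPM (SD, n = 167). Epithelial tissue in the sample thus stays open. No member of the 3 lists occurs in another.

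Mir10b was lower in Q140 at 6 months at 49.0 to 209 CPM in 8 of 8 livers. With sequencing lane as the batch its adjusted p-value was 0.00644 (0.0388 at most over all alternatives), which argues against the known lanes as the cause. Lanes within index type V, which held 5 of the 8 Q140 libraries, were not tested. At 2 months it was lower in Q92 (log2 change -1.29, adjusted p-value 0.0298) and Q175 (-1.38, adjusted p-value 0.00283), and at 10 months no allele was called. Without Q20 6 month M3, the lowest of its controls, the adjusted p-value in Q140 was 5.84e-05, which argues against that single library as the cause. Whether its changes differ between ages was not tested for single alleles, and an effect of the allele stays open.

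At 6 months, 33 precursors were called in Q80. That is higher than the value quoted from the study above. At 6 months, 17 were called in Q140. That is also higher than the quoted value. In Q175, 41 were called at that age. That is higher than in the study, where none was quoted. In Q92, 38 were called at that age. That is close to the quoted value. The study used the Wald test of DESeq2. Under that test there were 40 calls here for Q80, 59 for Q92, 23 for Q140 and 51 for Q175, and Q92 too is then higher. With lane as the 6 month batch the counts were 1 for Q80, 6 for Q92, 13 for Q140 and 0 for Q175. With no batch term they were 17, 51, 4 and 37, and with the 6 month WT livers included 6, 72, 3 and 51. The comparison with the study thus depends on these choices for every one of these alleles. For Q140 the count stays above the quoted value as designed, with lane as the batch and under DESeq2. It falls below that value with no batch term and with the 6 month WT livers included. The methods of the study do not define its batch. For CAG length, 6 were called in the combined analysis. That is higher than the quoted value. Between 298 and 316 precursors were tested for CAG length. That is lower than the number of microRNAs the study quoted as retained. The study gave its number without naming a tissue, an age or a filter, so the values are not like for like.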
